A study of Rattus norvegicus with 5 samples.

How the data were processed

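RNA sequencing was performed on primary cortical neurons of the rat, isolated at embryonic day 18 and cultured for 21 days in vitro. The labels list 5 samples in 5 groups: a control and knockdowns of Ehmt1, Smarcb1, Mll3 and Mbd5 by short hairpin RNA (shRNA), an RNA that lowers the level of one transcript by RNA interference. Libraries were made from 500 ng of total RNA and sequenced from both ends on a NextSeq500, per the labels' protocols.

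The data analysed here are 4 tables of the authors' own comparisons, each of the control, named GFP (green fluorescent protein) in the tables, with one knockdown. The tables hold no value of a single library, and the number of libraries behind them is not stated. The column names are those that DESeq2 writes, per the file headers, though no header names the tool, and 4 rows of each table carry the names that the aligner STAR gives to unmapped, multimapping, featureless and ambiguous reads. The aligner, the counting, the software versions and the genome build are not stated in the labels or headers.

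Each gene row holds 6 values. The first is the mean over all libraries of the comparison of counts divided by size factors, a normalized count signal, per the file headers. Next come the deposited log2 fold change and its standard error on the log2 scale. The deposited Wald score equalled the log2 fold change divided by its standard error in every row. The deposited p-value equalled the two-sided normal p of that score, and the deposited adjusted p-value equalled a Benjamini-Hochberg adjustment over the rows that carry one, the 4 non-gene rows included. Genes below a mean normalized count of 14.2 (Ehmt1), 8.82 (Smarcb1), 5.71 (Mll3) and 18.9 (Mbd5) carry no adjusted p-value in the deposited tables and were not counted as changed. The deposited standard errors did not rise above 0.289 (Ehmt1), 0.446 (Smarcb1), 0.561 (Mll3) and 0.314 (Mbd5) even at the lowest means. A prior that pulls fold changes toward 0 would give such a ceiling, though no header states one. The sizes of fold changes were therefore not taken to be on one scale in the 4 tables, and those of low genes may be understated.

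The non-gene rows took 43.9% to 46.5% of all normalized counts of a table and were left out of every count of genes. Gene rows summed to between 9963179 and 12264209 normalized counts per library on average. The depth of single libraries is unknown. The precision of each value is the standard error in the authors' deposited tables, and no SD over replicates could be computed.

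No header or label states which group a positive fold change favours. The direction was therefore worked out from the mean counts. If the control and the knockdown contribute equally, the mean and the fold change of a gene give the level of its control libraries. The 4 tables share one control group by name, so the control levels they imply have to match. All 16 readings of the 4 signs were compared by the SD, over genes and tables, of the implied log2 control level about the mean of the gene, each table being centred on its median. This used the 6648 genes with a mean normalized count of at least 200 in every table. The reading with the smallest SD was used for every result. The procedure rests on the tables' names, which call the common group GFP. It was chosen after the tables were seen.

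A gene was called changed at an adjusted p-value in the authors' deposited tables under 0.05. Overlaps between comparisons were tested with Fisher's exact test (two-sided) among genes with an adjusted p-value in both tables, and Benjamini-Hochberg adjustment was applied over the 6 pairs. Similarity over all genes was measured with Spearman's rho across genes of a pair of tables. Genes are not independent replicates, so rho carries no p-value. The p-values of Fisher's exact test take genes as independent all the same, and they do not measure the spread between cultures.

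Comparisons against one control share its chance values. A first simulation (100 draws) therefore gave every gene of 4 unchanged groups a random fold change of the size of its deposited standard error, with a control that contributed 0.5 of the error variance. A second simulation (200 draws) kept the scores and calls of each table and reordered them among genes within 10 bins of expression. The order came from unrelated effects, drawn from the distribution of effects fitted to the scores of that table, plus errors linked through the control. The same reordering without any dependence gave the overlap expected of unrelated tables. The fitted share of control libraries in the means lay between 0.41 and 0.47, and shrinkage of the fold changes would lower it from 0.5. The sign procedure and both simulations were tested on simulated counts for 15419 genes, with 3 libraries per group and 200 changed genes per knockdown. All 4 simulated signs were recovered. Pairs of simulated tables held 1 to 3 shared calls, within the range of the second simulation for all 6 pairs, although its means (3.60 to 4.71) were higher. A reordering by correlated normal scores gave too many shared calls on the same simulated counts and was replaced for that reason. The reordering kept was thus chosen on these simulated counts, which held fewer changed genes and shared calls than the data. Its range was not tested at the size of the data. Both simulations drew the errors of different genes independently. Their ranges therefore do not cover a control deviation that moves sets of genes together. Both simulations were built after the tables were seen.

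The gene rows carry Ensembl rat identifiers without symbols. The gene table at hand, which is of the assembly GRCr8, holds no Ensembl identifiers. None of the 16081 identifiers (0 matched) could therefore be paired with a symbol, and genes are given by identifier and without coordinates. The levels of the targeted genes, the gene lists and the cell type markers fixed before the data were examined are for this reason not analysed here. The naming rule took, in each comparison, the 3 largest rises and the 3 largest falls among changed genes at or above the median mean count of the tested genes. From these genes only the following are given: the 2 largest rises and the 2 largest falls, because the identifiers are not paired with names. These were taken by deposited size over the 4 tables, which only selects them and is no ranking of effects between tables. Alternatives tried were other thresholds of the adjusted p-value (0.01 and 0.1), minimum fold changes (0.5 and 1 on the log2 scale), genes at or above the median mean count, a Benjamini-Hochberg adjustment over all rows, centring of the fold changes, Pearson's correlation and other readings of the signs. Binomial confidence intervals (exact Clopper-Pearson, 95%) of shares of genes cover counting error only. Computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.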

Results

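Gene expression was measured by RNA sequencing in rat primary cortical neurons given an shRNA against 1 of 4 genes, whose own levels were not checked here. The genes were Ehmt1, Smarcb1, Mll3 and Mbd5, which the study treats as genes of Kleefstra syndrome, a disorder with intellectual disability and autism. Neurons were harvested after 21 days in vitro. Each of the 5 groups, the control included, is listed as 1 sample, and the deposited results are 4 comparisons of a knockdown with the GFP control. The comparisons address whether shRNAs against different genes of the syndrome change the same transcripts.

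The tables held 15419 genes for the Ehmt1 comparison, 15249 for Smarcb1, 15294 for Mll3 and 15619 for Mbd5, and 14815 genes were in all 4. Gene rows summed to a mean of 9963179 normalized counts per library in the Ehmt1 comparison, 11248017 in Smarcb1, 10834652 in Mll3 and 12264209 in Mbd5. Reads that were unmapped made up 22.7% to 25.01% of the normalized total, and mapped reads without an annotated feature made up 14.4% to 16.8%. The median standard error of a log2 fold change in the authors' deposited tables was 0.23 for Ehmt1, 0.28 for Smarcb1, 0.33 for Mll3 and 0.23 for Mbd5. The highest standard error differed between the tables, and sizes of fold changes in different tables were not taken to be on one scale.

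The direction of the fold changes had to be established first, since it is not stated. Of the 16 possible readings of the 4 signs, 1 gave nearly the same control level in all tables. With positive values read as higher in the knockdown for Ehmt1, and as higher in the control for Smarcb1, Mll3 and Mbd5, the implied log2 control level had an SD of 0.031 between tables over 6648 genes. The next closest reading, in which positive values meant higher in the control in all 4 tables, gave an SD of 0.160. Against the mean of the other 3 tables, the control level implied by the Ehmt1 table had an SD of 0.044 under the reading used and of 0.316 with the sign turned round. For Smarcb1 these SDs were 0.021 and 0.489, for Mll3 0.027 and 0.564, and for Mbd5 0.043 and 0.348. The same reading came first when the minimum mean count was 50 (SD 0.040) or 1000 (SD 0.028). All fold changes are given as knockdown over control under this reading, so that the deposited signs of 3 tables are turned round. The reading rests on the group common to the tables being the control, as their names say.

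**Figure D1:**
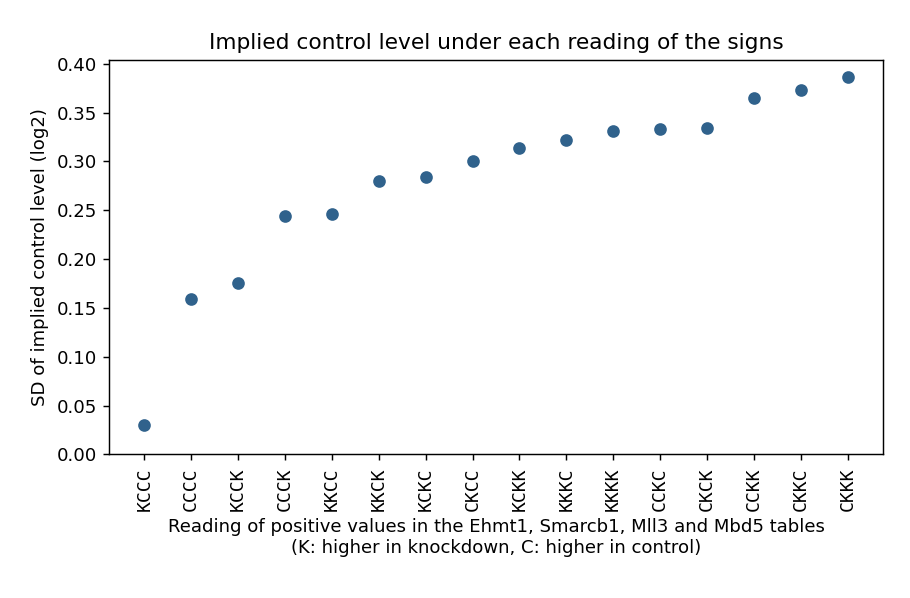
SD between the 4 tables of the log2 control level implied for each of 6648 genes (vertical axis), for the 16 readings of the deposited signs (horizontal axis; K, positive means higher in the knockdown; C, higher in the control; order Ehmt1, Smarcb1, Mll3, Mbd5). The reading used lies at 0.031 and the next at 0.160.

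In the Ehmt1 knockdown, 438 genes were changed at an adjusted p-value under 0.05 in the authors' deposited table, which is 3.44% of the 12728 genes with an adjusted p-value. Of these, 315 were higher and 123 lower than in the control. The share of changed genes that were lower was 28.1% (95% CI 23.9 to 32.5). Among changed genes the median log2 fold change was 0.83 for rises and -0.76 for falls. The minimum fold change moved this count most: 112 genes were changed by at least 1 on the log2 scale.

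In the Smarcb1 knockdown, 1489 genes were changed at an adjusted p-value under 0.05 in the authors' deposited table, or 11.1% of 13474. There were 359 higher and 1130 lower genes, so 75.9% of them were lower (95% CI 73.6 to 78.0). The median log2 fold change was 0.79 for rises and -1.13 for falls. A change of at least 1 on the log2 scale was seen in 760 genes, 682 of them lower.

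In the Mll3 knockdown, 1391 genes were changed at an adjusted p-value under 0.05 in the authors' deposited table, or 9.86% of 14107. Of these, 215 were higher and 1176 lower, a share of lower genes of 84.5% (95% CI 82.5 to 86.4). The median log2 fold change was 1.20 for rises and -1.44 for falls. At least 1 on the log2 scale was reached by 1095 genes, 961 of them lower.

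In the Mbd5 knockdown, 449 genes were changed at an adjusted p-value under 0.05 in the authors' deposited table, or 3.57% of 12590. The 112 higher and 337 lower genes gave a share of lower genes of 75.1% (95% CI 70.8 to 79.0). The median log2 fold change was 0.80 for rises and -0.87 for falls.

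**Figure D2:**
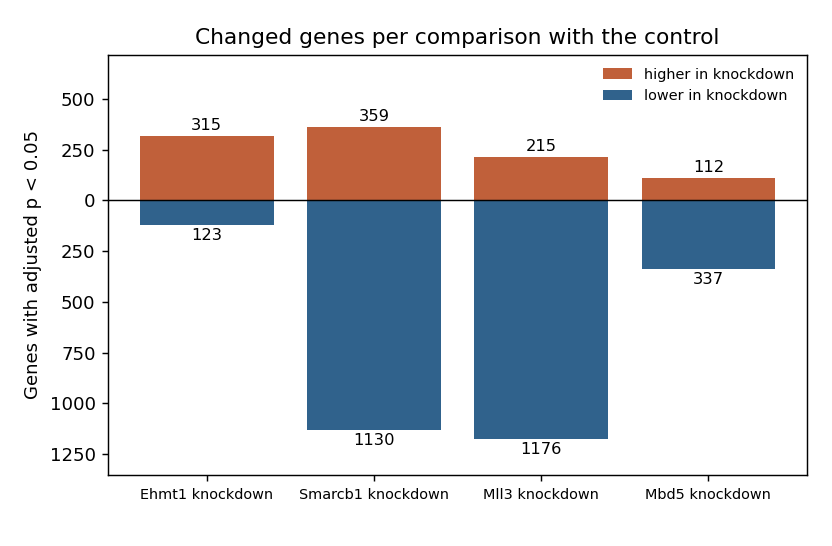
Number of genes with an adjusted p-value under 0.05 in each comparison with the control (vertical axis), split into genes higher (bars above 0) and lower (bars below 0) in the knockdown. Higher genes are the majority for Ehmt1 (315 against 123) and the minority for Smarcb1 (359 against 1130), Mll3 (215 against 1176) and Mbd5 (112 against 337).

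Among changed genes of the Mll3 comparison at or above the median mean count, the largest fall was that of ENSRNOG00000001837, with a log2 fold change of -5.10 (SE 0.32) and an adjusted p-value of 3.37e-52 in the authors' deposited table. The same gene was lower in the other knockdowns in the authors' deposited tables, by a log2 fold change of -2.75 (SE 0.23) for Smarcb1, -1.48 (SE 0.20) for Ehmt1 and -0.82 (SE 0.21) for Mbd5, with adjusted p-values of 1.50e-29, 1.54e-10 and 0.00585. The largest such fall of the Smarcb1 comparison, that of ENSRNOG00000006086, had a log2 fold change of -4.76 (SE 0.25) and an adjusted p-value of 1.36e-76 in the authors' deposited table. Its log2 fold change in the authors' deposited tables was -2.55 (SE 0.38) for Mll3 and -0.78 (SE 0.18) for Mbd5, both past the threshold, and 0.24 (SE 0.17) for Ehmt1, with an adjusted p-value of 0.706.

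Among changed genes of the Ehmt1 comparison at or above the median mean count, the largest rise was that of ENSRNOG00000033837, with a log2 fold change of 2.10 (SE 0.22) and an adjusted p-value of 1.46e-17 in the authors' deposited table. This gene was lower in the authors' deposited tables for Smarcb1, by a log2 fold change of -1.95 (SE 0.38, adjusted p-value 1.49e-05), and for Mll3, by -2.50 (SE 0.45, adjusted p-value 2.04e-06). In the authors' deposited table for Mbd5 it was 0.12 (SE 0.27, adjusted p-value 0.901). The largest such rise of the Smarcb1 comparison, that of ENSRNOG00000003537, had a log2 fold change of 2.02 (SE 0.21) and an adjusted p-value of 3.70e-19 in the authors' deposited table. It passed the threshold in none of the other 3 comparisons, with adjusted p-values between 0.393 and 0.884 in the authors' deposited tables.

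Whether the knockdowns changed the same genes was then compared for the 6 pairs. Smarcb1 and Mll3 had 857 changed genes in common among 13462 tested in both, where chance would give 152, an odds ratio of 30.2 by Fisher's exact test, with a p-value too small for the computer's number format. Of these 857 genes, 853 changed in the same direction, 815 being lower in both. Smarcb1 and Mbd5 had 214 in common (odds ratio 7.94, Fisher's exact test, adjusted p-value 3.18e-84), of which 208 changed in the same direction. Mll3 and Mbd5 had 168 in common (odds ratio 5.64, adjusted p-value 2.57e-53), of which 158 changed in the same direction. Simulated comparisons that shared only their control gave fewer common genes for these pairs. The means were 178 (95% range 154 to 200), 72.65 (59 to 87) and 60.5 (48 to 73). Simulated errors were independent between genes, so the ranges do not cover a control deviation that moves sets of genes together. The p-values of Fisher's exact test likewise take genes as independent.

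The changed genes of the Ehmt1 knockdown also overlapped with those of the others, with mixed direction. Ehmt1 and Smarcb1 had 213 changed genes in common (odds ratio 8.69, Fisher's exact test, adjusted p-value 1.43e-88), of which 56 changed in the same direction and 157 in opposite directions. Ehmt1 and Mll3 had 213 in common (odds ratio 9.58, adjusted p-value 1.60e-95), 57 in the same and 156 in opposite directions. Ehmt1 and Mbd5 had 45 in common (odds ratio 3.53, adjusted p-value 2.44e-11), 20 in the same and 25 in opposite directions. The shared control alone gave 67.2 (95% range 53.0 to 80.0), 54.0 (40 to 66) and 24.5 (18 to 33) common genes in the simulation. These ranges also rest on errors that are independent between genes. The number for Ehmt1 and Mbd5 exceeded its range by the smallest margin.

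Among genes changed in both members of a pair, direction in one knockdown was associated with direction in the other for Smarcb1 and Mll3, Smarcb1 and Mbd5, and Mll3 and Mbd5. The adjusted p-values of Fisher's exact test over the 6 pairs were 1.05e-60, 6.82e-25 and 9.78e-05. This test takes independence as its null. A shared control alone gives mostly calls in the same direction, so these p-values do not exclude it. In the shared-control simulation, opposite calls averaged 34.75 of 178, 12.87 of 72.65 and 9.69 of 60.5 common genes. Observed were 4 of 857, 6 of 214 and 10 of 168, a smaller share in each pair, though the shares were not tested. For the 3 pairs with Ehmt1 no association of direction was found (adjusted p-values 0.567, 1 and 1). The opposite calls in these pairs numbered 157, 156 and 25, where the counts of rises and falls among the common genes would give 155, 157 and 25.2. Few common genes were higher in the partner of Ehmt1. With Smarcb1, 4 of these rose and 3 fell in the Ehmt1 knockdown, with Mll3 6 and 1, and with Mbd5 3 and 2. The test could therefore hardly find an association in these pairs, and its result does not show that directions were unrelated. Genes that rose and genes that fell with Ehmt1 knockdown were both frequently lower with Smarcb1 knockdown. Of 303 genes higher in the Ehmt1 knockdown, 50.8% were lower in Smarcb1. Of 123 genes lower in the Ehmt1 knockdown, 42.3% were lower in Smarcb1, against 8.90% of all 12682 tested genes. For Mll3 the shares were 50% and 41.5%, against 9.22% of all tested genes.

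Over all genes, Spearman's rho of the log2 fold changes was 0.73 for Smarcb1 and Mll3, 0.45 for Smarcb1 and Mbd5, and 0.37 for Mll3 and Mbd5. It was -0.10 for Ehmt1 and Smarcb1, -0.11 for Ehmt1 and Mll3, and -0.18 for Ehmt1 and Mbd5. Unchanged groups against one control gave a rho of 0.47 to 0.48 in the simulation, and groups with unrelated effects of the observed size gave 0.24 (Smarcb1 and Mll3) to 0.33 (Ehmt1 and Mbd5). Only the rho of Smarcb1 and Mll3 lay above both simulated values. Those of Smarcb1 and Mbd5 and of Mll3 and Mbd5 lay between them, and the 3 pairs with Ehmt1 lay below both. The Ehmt1 pairs thus departed from both simulated models, among genes changed in neither table as well (rho -0.058, -0.069 and -0.16). Simulated counts of common genes for these pairs come from a model that their rho did not follow. The reading of the signs moved rho most: if all 4 tables are read with one sign, the rho of the 3 Ehmt1 pairs turns positive (0.10, 0.11 and 0.18). Under the reading used, the largest shift was that of Ehmt1 and Mbd5, to -0.30 among genes at or above the median mean count.

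**Figure D3:**
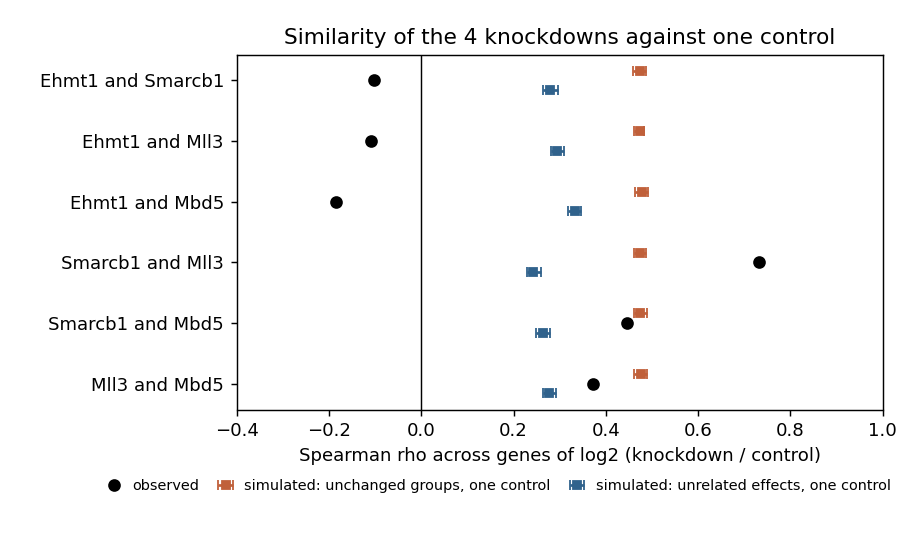
Spearman's rho across genes of the log2 fold changes (horizontal axis) for the 6 pairs of knockdowns (vertical axis). Black points are observed values, orange squares simulated unchanged groups and blue squares simulated unrelated effects against one control, with 95% ranges as bars; Smarcb1 and Mll3 lie above both (0.73) and the pairs with Ehmt1 lie below 0.

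Of 14815 genes in all tables, 2398 were changed in at least 1 comparison and 1359 in exactly 1. All 4 comparisons called 19 genes. In 7 of these genes expression was lower in all 4 knockdowns, no gene was higher in all 4, and in 11 genes expression was higher in the Ehmt1 knockdown and lower in the other 3. In the simulation, the shared control alone gave 1.41 genes with the same direction in all 4 (95% range 0 to 4). The rho of the pairs with Ehmt1 did not follow that model. In each of the Smarcb1, Mll3 and Mbd5 knockdowns, 133 genes were called lower and 5 were called higher in common.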

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

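The tests on the sign of the Ehmt1 table, the shared control, the expression trend, low counts and reads outside genes were chosen after the result was seen, although the expression filter used for low counts was itself planned.

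Genes changed in opposite directions were found for Ehmt1 against the other knockdowns: 157 genes with Smarcb1, 156 with Mll3 and 25 with Mbd5. A difference between the 2 knockdowns is implied by such calls, so a test of the difference on these genes adds nothing. Reordering of calls among genes of like expression gave fewer opposite calls, with upper limits (97.5% quantile) of 45.0 genes for Smarcb1, 41.05 for Mll3 and 17.0 for Mbd5 in unrelated tables. This excess need not be one of opposition, since the rises and falls among the common genes alone would give 155, 157 and 25.2 opposite calls. Few common genes rose in the other knockdown of each pair, so the opposite calls could hardly depart from these values. They therefore cannot decide between overlap and opposition. The opposition over all genes rests on the sign of rho. Chance values of the shared control move all knockdowns the same way and would give a rho above 0, whereas the highest rho of the 3 Ehmt1 pairs was -0.10, which argues against them as the cause.

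A wrong sign for the Ehmt1 table would turn the pattern into likeness. With the sign turned round, the control level implied by that table departed from the other 3 by an SD of 0.316, against 0.044 under the sign used, which argues against it. This inference assumes that the group common to the 4 tables is the control, as the names say. A trend of fold change with expression was tested by taking off the median of each of 50 expression bins. The highest rho of the 3 Ehmt1 pairs was then -0.090, still below 0. Low counts would restrict the pattern to rare transcripts, but among genes at or above the median mean count rho of Ehmt1 was -0.17 with Smarcb1, -0.21 with Mll3 and -0.30 with Mbd5.

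A different share of reads outside annotated genes stays open. Reads without a feature had a log2 fold change of 0.11 (SE 0.19) in the Ehmt1 knockdown, -0.47 (SE 0.20) in Smarcb1, -0.53 (SE 0.24) in Mll3 and -0.15 (SE 0.21) in Mbd5 in the authors' deposited tables. This order resembles the pattern. The deposited unadjusted p-values of the Wald score were 0.0191 (Smarcb1), 0.0289 (Mll3), 0.476 (Mbd5) and 0.570 (Ehmt1). The smallest adjusted p-value was 0.122 in the authors' deposited tables, so none passed the threshold. With no values per library, this order cannot be told apart from an effect of the knockdowns. The labels give no batch, and every knockdown is its own group, so a difference between cultures or library batches may also separate them. The effect of the targeted genes themselves is an open explanation that was not tested. GC content, gene length and cell type markers were not examined, because the identifiers were not paired with an annotation here.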

How the results depend on the processing

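The readings of the signs, the removal of the expression trend, the control shares and the adjustment without non-gene rows were added after the data were seen. The other alternatives were fixed before the data were examined.

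At an adjusted p-value under 0.01 the changed genes numbered 271 (Ehmt1) and 220 (Mbd5), and the share of lower genes was 83.7% (Smarcb1), 89.9% (Mll3) and 82.3% (Mbd5). Under 0.1, Mbd5 had 689 changed genes and the share of lower genes was 71.8% (Smarcb1) and 79.2% (Mll3). With a log2 fold change of at least 1, 112 (Ehmt1), 760 (Smarcb1) and 123 (Mbd5) genes were changed, and 89.7% (Smarcb1), 87.8% (Mll3) and 83.7% (Mbd5) of them were lower. At or above the median mean count, Mll3 had 812 changed genes and Smarcb1 a share of lower genes of 73.0%. The split between higher and lower kept its majority side in all 4 comparisons under these settings. Centring on the median, which cannot change a call, moved none of the splits.

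The reading of the signs decided directions. If positive always meant higher in the control, 71.9% of the Ehmt1 genes would be lower. If it always meant higher in the knockdown, 24.1% (Smarcb1), 15.5% (Mll3) and 24.9% (Mbd5) would be lower. With one sign for all tables, rho with Ehmt1 was 0.10 (Smarcb1), 0.11 (Mll3) and 0.18 (Mbd5), the share in the same direction among common genes was 73.7%, 73.2% and 55.6%, and 11 genes had the same sign in all 4 tables. These reversals follow from the construction of that setting.

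Pearson's r was -0.14 (Ehmt1 and Smarcb1), -0.14 (Ehmt1 and Mll3), -0.17 (Ehmt1 and Mbd5), 0.76 (Smarcb1 and Mll3) and 0.47 (Smarcb1 and Mbd5). At or above the median mean count rho was -0.17, -0.21 and -0.30 for Ehmt1 with Smarcb1, Mll3 and Mbd5, 0.77 for Smarcb1 and Mll3, and 0.40 for Mll3 and Mbd5. Among genes changed in neither table rho was -0.058, -0.069 and -0.16 for those Ehmt1 pairs, 0.66 for Smarcb1 and Mll3, 0.38 for Smarcb1 and Mbd5, and 0.32 for Mll3 and Mbd5. The cause of these shifts was not tested, and none changed a sign. A control share of 0.33 or 0.67 moved the rho of unchanged groups from 0.48 to 0.31 or 0.64, so the place of Smarcb1 and Mbd5 and of Mll3 and Mbd5 relative to it depends on that share.

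The odds ratios of all 6 overlaps stayed above 1 with Fisher's exact p-values under 0.05 under both thresholds, the minimum fold change of 0.5 and the expression filter. At an adjusted p-value under 0.01, the share of common genes with the same direction was 100% (Smarcb1 and Mll3) and 97.6% (Mll3 and Mbd5). The genes with the same direction in all 4 knockdowns numbered 2 at an adjusted p-value under 0.01 and 12 under 0.1. In all, 110 recomputed values of the main comparisons were classed as unchanged, 37 as moved and 10 as reversed. The limits differed by kind of value. An odds ratio that went from 30.2 to 51.8 (Smarcb1 and Mll3, adjusted p-value under 0.01) was classed as unchanged. A correlation that went from 0.445 to 0.469 (Smarcb1 and Mbd5, Pearson) was classed as moved. Some unchanged values, such as the splits after centring, could not change by construction, so the tally does not measure stability.

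Settings that need counts per library (another normalization or count test, a filter on low counts, leaving out replicates, a pseudocount) were not run, nor were those on the targeted genes and gene lists, which need gene names. No regrouping of samples was possible, since the tables hold no values per library.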

Other observations

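All tests of this part were chosen after the result was seen.

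The Smarcb1 and Mll3 knockdowns had 857 changed genes in common, 853 of them in the same direction, and a rho of 0.73. Chance values of the shared control are a candidate source of such likeness. They would lower the same genes in the Ehmt1 and Mbd5 knockdowns, which have the same control by name. Of the 815 genes lower in both, 38.3% (95% CI 34.9 to 41.7) were below 0 in the Ehmt1 knockdown. There, 127 were called higher and 41 lower, which argues against the control as the cause for most of them. In the Mbd5 knockdown 86.3% of the 815 genes were below 0 (median log2 fold change -0.35), the direction that a control cause would give. In simulated unchanged groups rho reached 0.487 (upper limit), and 0.64 on average with a control share of 0.67, both below the observed value. Both values rest on control errors that are independent between genes. The same libraries in both knockdown groups would give like knockdown levels. The implied knockdown levels of the 2 tables differed by an SD of 0.324 (log2), against 0.024 for their implied control levels, which argues against it. A response common to both knockdowns, or a culture or library batch common to them, stays open and was not tested.

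The 133 genes lower in the Smarcb1, Mll3 and Mbd5 knockdowns could reflect control libraries that stand apart from all knockdowns. The Ehmt1 knockdown would then be lower as well, by a like amount. The median log2 fold change of these genes was 0.047 in the Ehmt1 knockdown (quartiles -0.25 and 0.29) and -0.85 in the Mbd5 knockdown, whose table has a similar ceiling of the standard error. Of the 133 genes, 12.03% fell with Ehmt1 by at least 0.5 of their Mbd5 log2 fall. In the Ehmt1 knockdown 7 were called lower and 11 were called higher. This argues against a control that stands apart as the cause for most of these genes. The 7 called genes that were also lower with Ehmt1 remain open to it.

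Genes changed in either direction in the Ehmt1 knockdown were often lower in the Smarcb1 and Mll3 knockdowns (50.8% of risers and 42.3% of fallers were lower with Smarcb1, against 8.90% of all tested genes). More power to call changes in abundant genes is a possible explanation. With calls reordered among genes of like expression, at most 71 genes (97.5% quantile) were changed in both Ehmt1 and Smarcb1, against 213 observed, which argues against it. A hypothesis that stays open is a set of transcripts that vary together between cultures. Values per library and gene names would be needed to test it.

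Unmapped reads had a log2 fold change of 0.43 (SE 0.20, p-value 0.0327) in the Mbd5 knockdown in the authors' deposited table, with an adjusted p-value of 0.267, and did not pass the threshold.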
